# Pro-Inflammatory Cytokines Promote the Transcription of Circular RNAs in Human Pancreatic β Cells

**DOI:** 10.3390/ncrna8050069

**Published:** 2022-10-12

**Authors:** Simranjeet Kaur, Caroline Frørup, Aashiq H. Mirza, Tina Fløyel, Reza Yarani, Maikel L. Colli, Jesper Johannesen, Joachim Størling, Decio L. Eizirik, Flemming Pociot

**Keywords:** non-coding RNA, type 1 diabetes, circRNA, miRNA, human islets, microarray, inflammation, *CRIM1*, *WARS*, *EPSTI1*

## Abstract

Circular RNAs (circRNAs) have recently been implicated in impaired β-cell function in diabetes. Using microarray-based profiling of circRNAs in human EndoC-βH1 cells treated with pro-inflammatory cytokines, this study aimed to investigate the expression and possible regulatory roles of circRNAs in human β cells. We identified ~5000 β-cell-expressed circRNAs, of which 84 were differentially expressed (DE) after cytokine exposure. Pathway analysis of the host genes of the DE circRNAs revealed the enrichment of cytokine signaling pathways, indicative of circRNA transcription from inflammatory genes in response to cytokines. Multiple binding sites for β-cell-enriched microRNAs and RNA-binding proteins were observed for the highly upregulated circRNAs, supporting their function as ‘sponges’ or ‘decoys’. We also present evidence for circRNA sequence conservation in multiple species, the presence of cytokine-induced regulatory elements, and putative protein-coding potential for the DE circRNAs. This study highlights the complex regulatory potential of circRNAs, which may play a crucial role during immune-mediated β-cell destruction in type 1 diabetes.

## 1. Introduction

Pro-inflammatory cytokines, such as interleukin (IL)-1β and interferon (IFN)-γ secreted from activated immune cells, play a crucial role in islet inflammation and β-cell dysfunction in type 1 diabetes (T1D) [1,2]. Cytokines exert their detrimental effects on the β cells via modulating the gene expression, induction of endoplasmic reticulum stress, and activation of the apoptosis pathway, ultimately leading to impaired insulin secretion and β-cell apoptosis [3].

Non-coding RNAs (ncRNA) have emerged as essential players in the regulation of gene expression, and their dysregulation contributes to various pathophysiological conditions [4,5]. In the last decade, ncRNAs, including microRNAs (miRNA) and long non-coding RNAs (lncRNA), have been implicated in pancreatic β-cell dysfunction and apoptosis in T1D [6,7,8,9]. Circular RNAs (circRNAs) are a novel class of ncRNAs with a covalent closed continuous loop, i.e., the 5′ and 3′ termini are covalently linked by an unconventional type of alternative splicing known as back-splicing of exons from a single pre-mRNA [10,11,12]. In recent years, several studies have shown that circRNAs regulate a range of cellular functions, affecting biological processes in the body [4,13]. Their proposed molecular mechanisms of action include modulating gene regulation by interacting with RNA-binding proteins or serving as decoys for miRNAs [14,15,16].

Several circRNAs have been reported to be associated with T1D [17,18,19,20,21,22,23]. Li et al. identified 68 differentially expressed plasma circRNAs in individuals with new-onset T1D compared to healthy controls [19]. Others have reported several circRNAs to be differentially expressed in peripheral blood mononuclear cells (PBMCs) from individuals with T1D compared to healthy controls [20,21,22]. A recent study by Wang et al. reported around 2000 differentially expressed circRNAs in the mouse β-cell line MIN6 after pro-inflammatory cytokine exposure [23]. Many circRNAs have also been identified in human pancreatic islets and β cells [17,24,25]. Haque et al. and Stoll et al. both identified thousands of circRNAs expressed in human islets by CircleSeq and microarray analysis, respectively [17,25]. Stoll et al. showed that almost 500 of the identified circRNAs were conserved in mouse islets [17]. Using publicly available datasets, we previously explored the cell-type-specific expression of circRNAs in human α, β, and exocrine cells and demonstrated that circRNAs are abundantly and selectively expressed in β cells [24]. 

The molecular mechanisms of circRNAs in T1D are not yet well-understood. However, there is increasing evidence for their involvement in the regulation of β-cell function [17,18,26]. Reduced expression of two circRNAs, circHIPK3 and ciRS-7/CDR1, was observed in the islets of diabetic db/db mice [17]. Forced downregulation of these transcripts in the islets of wild-type animals resulted in reduced insulin secretion, β-cell proliferation, and survival. circHIPK3 acted by sequestering a group of miRNAs, such as miR-124-3p and miR-338-3p, and by regulating the expression of key β-cell genes, including *SLC2A2, AKT1,* and *MTPN* [17]. ciRS-7/CDR1 was previously proposed to function by sponging miR-7 and regulating insulin secretion and β-cell proliferation [26]. These findings suggest that specific circRNAs may play roles in β-cell function and survival and infer their possible involvement in T1D. 

In the present study, we explored the regulation of circRNAs by pro-inflammatory cytokines in human EndoC-βH1 cells and isolated human islets to shed light on their potential roles in β-cell dysfunction in T1D pathogenesis.

## 2. Materials and Methods

### 2.1. Cell and Islet Culture 

EndoC-βH1 cells [27], kindly provided by Dr. Raphael Scharfmann, were maintained in Dulbecco’s Modified Eagle Medium (DMEM) with 5.6 mmol/L glucose in 2% fatty-acid-free bovine serum albumin (BSA) fraction V, 50 µmol/L 2-mercaptoethanol (all from Gibco, Thermo-Fisher Scientific, Waltham, MA, USA), 10 mmol/L nicotinamide, 5.5 µg/mL transferrin, 6.7 ng/mL selenite (all from Sigma-Aldrich, St. Louis, MO, USA), 100 U/mL penicillin, and 100 µg/mL streptomycin on matrigel–fibronectin-coated plates, as previously described [28].

Isolated human pancreatic islets from four islet donors were purchased from Prodo Laboratories Inc. via Tebu-Bio. See Supplementary Materials for donor information (Supplementary Table S1). Islets were maintained in an F-10 Nutrient Mix medium with GlutaMAX supplemented with 10% fetal bovine serum (FBS), 100 U/mL penicillin, and 100 µg/mL streptomycin. 

Both human islets and EndoC-βH1 cells were exposed to the following cytokine concentrations based on previous dose–response experiments performed by our group [3]: 50 U/mL recombinant human IL-1β (R&D Systems, Minneapolis, MN, USA) and 1000 U/mL recombinant human IFN-γ (PeproTech, Cranbury, NJ, USA) for 24 h or 48 h and compared to untreated islets and cells.

### 2.2. circRNA Microarray Labeling and Hybridization

Total RNA from EndoC-βH1 cells was extracted and quantified using a NanoDrop ND-1000 as described previously [29]. The sample preparation and microarray hybridization were performed based on the Arraystar’s standard protocols. Briefly, total RNAs were digested with RNase R (Epicentre, Inc., Madison, WI, USA) to remove linear RNAs and enrich circular RNAs. Then, the enriched circular RNAs were amplified and transcribed into fluorescent cRNA utilizing a random priming method (Arraystar Super RNA Labeling Kit; Arraystar, Rockville, MD, USA). The labeled cRNAs were purified by an RNeasy Mini Kit (Qiagen, Hilden, Germany) and hybridized onto the Arraystar Human circRNA Array V2 (8 × 15 K, Arraystar). The concentration and specific activity of the labeled cRNAs (pmol Cy3/µg cRNA) was measured by a NanoDrop ND-1000. Of each labeled cRNA, 1 µg was fragmented by adding 5 µL of 10 × Blocking Agent and 1 µL of 25 × Fragmentation Buffer, then heated at 60 °C for 30 min. Finally, 25 µL of 2 × Hybridization Buffer was added to dilute the labeled cRNA. Next, 50 µL of hybridization solution was dispensed into the gasket slide and assembled into the circRNA expression microarray slide. The slides were incubated for 17 h at 65 °C in an Agilent Hybridization Oven (Agilent Technologies, Santa Clara, CA, USA). The hybridized arrays were washed, fixed, and scanned using an Agilent G2505C Scanner. Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images.

### 2.3. Differential Expression Analysis

Quantile normalization and subsequent data processing were performed using the R software limma package. After the quantile normalization of the raw data, low-intensity filtering was performed, and circRNAs with flags “P” or “M” (“All Targets Value”) in at least 3 out of 12 samples were retained for further analyses. Differentially expressed (DE) circRNAs with statistical significance between the two groups were identified using an absolute log fold change (log(FC)) cutoff of 1 and an adjusted *p*-value (adj. *p*-value) < 0.05. The DE circRNAs were visualized as volcano plots. Hierarchical clustering was performed to show the distinguishable circRNA expression pattern among the samples.

### 2.4. Real-Time qPCR Validation of circRNAs, Host Genes, miRNA Targets, and miRNAs

Three upregulated circRNAs (circWARS, circEPSTI1, and circCRIM1) with high expression levels were selected for further validation in human EndoC-βH1 cells and human pancreatic islets. The expression levels of circRNAs, host genes, miRNA targets, and miRNAs were determined by real-time qPCR and quantified using the 2^−ΔΔCt method [30]. RNA was extracted using an RNeasy Mini Kit (Qiagen) or a Direct-zol RNA Miniprep Kit (Zymo Research, Irvine, CA, USA). circRNAs were enriched with 20 U/1000 ng RNA of RNase R treatment (Lucigen, Middleton, WI, USA) and the RNA clean-up protocol from the RNeasy Mini Kit (Qiagen). The preparation of cDNA was carried out using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA), the TaqMan Advanced miRNA cDNA Synthesis Kit (Applied Biosystems, Waltham, MA, USA), or the iScript Select Synthesis kit (Bio-Rad) with random hexamer primers. Real-time qPCR was performed on a CFX384 system (Bio-Rad). The expression levels of host genes and miRNA target genes were evaluated using TaqMan Assays and TaqMan Gene Expression Master Mix (Applied Biosystems). miRNAs were evaluated using TaqMan Advanced miRNA assays and Taqman Fast Advanced Master Mix (Applied Biosystems), and circRNAs were evaluated with PrimeTime Assays (Integrated DNA Technologies, Coralville, IA, USA) and PowerUp SYBR Green Master Mix (Applied Biosystems). CircRNAs were detected using divergent primers with back-splice-junction-spanning probes. The primer sequences for the selected circRNAs are listed in Supplementary Table S2. Host mRNA and circRNA expression were normalized using *GAPDH,* and miRNA expression was normalized using hsa-miR-375 as an internal control.

### 2.5. RNA Sequencing and Proteomics Data in EndoC-βH1 Cells 

The host gene and protein expression in EndoC-βH1 cells previously published by our group [29] was retrieved from the GEO database (GSE137136) and ProteomeXchange (PXD011902), respectively. The spliced sequences for the DE circRNAs were retrieved from the circBase database [31] to predict the potential ORFs and the peptide sequences. Only 72 circRNAs with circBase IDs were used in this analysis. The potential ORFs in each spliced sequence were identified, and their amino acid sequences were determined using the EMBOSS getORF app “http://emboss.sourceforge.net/apps/cvs/emboss/apps/getorf.html (accessed on 29 June 2020)” with the following parameters: minimum nucleotide size of ORF to report: 30; maximum nucleotide size of ORF to report: 1,000,000; output: translation of regions between start and stop codons; circular sequence: yes; find ORFs in reverse sequence: yes; number of flanking nucleotides to report: 100. 

### 2.6. Prediction of circRNA–miRNA and circRNA–RNA-Binding Protein Interactions

circRNA–miRNA interactions were predicted using StarBase database v3 [32]. We used published CLIPseq data for miRNAs retrieved from the StarBase database to identify miRNA binding sites for the DE circRNAs. All miRNA–target interactions were identified using the TargetScan [33] and MirTarBase [34] databases in the CyTargetLinker app in Cytoscape [35,36]. Human β-cell-enriched miRNAs were retrieved from [37]. The CircInteractome database [38], which uses 93 independently reported CLIP datasets from various RBPs obtained from different tissues and cell lines, was used for predicting RNA binding sites on circRNA junctions and junction-flanking sequences.

### 2.7. Pathway Analysis

Pathway analysis was performed using WikiPathways, KEGG, and Reactome annotations in the ClueGO v2.5.4 app in Cytoscape [36,39]. ClueGO calculates over-represented GO terms and pathways using the two-sided hypergeometric test and merges GO and pathway terms with a minimum of 50% overlapping genes into clusters. The *p*-values were adjusted using the Bonferroni step-down method, and a Kappa score threshold of 0.4 was used for making clusters. All unique genes (*n* = 12,815) from WikiPathways, KEGG, and Reactome were used as the reference set for the pathway analysis. This was performed because an ideal gene set with only the genes associated with the circRNAs was not available due to incomplete annotations.

### 2.8. circRNAs Enriched in IRES and IRE Sites

IRES-like short elements that are significantly enriched in circRNAs were retrieved from [40]. The exonic circRNA sequences were screened against the library of IRES elements to predict their translation potential. The DE circRNAs were intersected with cytokine-induced regulatory element (IRE) datasets downloaded from the Islet Regulome Browser “http://isletregulome.com (accessed on 4 May 2020)” and [29]. 

### 2.9. Evolutionarily Conserved circRNAs 

Evolutionary conservation can be used as a guide to indicate regions of non-coding or coding DNA that are likely to have a biological function and thus may be more likely to harbor SNP variants with functional consequences. We used a multi-species conserved sequences (MCS) analysis using the CircAtlas database [41] to prioritize circRNAs for follow-up and candidate gene association studies.

## 3. Results

### 3.1. circRNAs Are Differentially Expressed in the EndoC-βH1 β-Cell Line

Human EndoC-βH1 cells were left untreated or exposed to the pro-inflammatory cytokines IL-1β and IFN-γ for 24 h or 48 h (*n* = 3 in each condition). 

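EndoC-βH1, a human pancreatic β-cell line, was profiled on 12 one-colour arrays, 3 for each of 4 groups: untreated cells and cells exposed to 50 U/mL IL-1β and 1000 U/mL IFN-γ, each at 24 h and 48 h. The sample labels give the cytokine arrays at 48 h a culture time of 48 h but a cytokine exposure of 24 h, whereas the paper gives an exposure of 48 h; the paper's time is used throughout. The deposited data are the scanner output of each array, in which every spot has a fluorescence intensity (the median pixel signal, its local background and a background-subtracted signal) and detection flags, together with one table of log2 values normalized by the authors. The median signal over the circRNA probes lay between 25 and 37 intensity units per array, against a median local background of 14 to 16 units. Between 8735 and 10226 circRNA probes per array were well above background, and no circRNA probe was saturated. The number of arrays limits the precision of every comparison. For the values here, the log2 background-subtracted signal was quantile normalized over the circRNA probes, and a mean was fitted for each of the 4 groups in one limma model of all 12 arrays. A circRNA was called differentially expressed (DE) at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05, the cutoffs of the paper's methods. The methods name quantile normalization and limma, and leave open which signal was used and whether background was subtracted. From the array positions and scan days, all 6 arrays at 24 h and the first pair of untreated arrays at 48 h belong to one slide of 8 arrays, and the third untreated array and the 3 cytokine arrays at 48 h to a second slide of 4. The second cytokine array at 24 h was scanned in a run of its own.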

An Arraystar Human CircRNA microarray V2 was used to profile the enriched circRNAs after an RNase R treatment of the total RNA. The array consisted of 13,617 probes targeting circRNA-specific junctions. 

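In the scanner files, each of the 13617 circRNA probes has 1 spot, so no replicate spots could be averaged within an array. Besides these, the files hold 145 other probes with 10 spots each, namely 60 negative-control probes, 15 circRNA control probes and 70 probes for linear mRNAs. These 145 probes were left out of the normalization and the tests. The files give the circRNA probes the array maker's IDs and do not pair them with host genes, circRNA names or positions, so probes are counted here and a few are given by ID.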

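A probe was retained when it was positive, significant and well above background on at least 3 of the 12 arrays, which kept 10211 of the 13617 circRNA probes. The methods keep the flags P or M without defining them. Requiring the spot also to be uniform, unsaturated and no population outlier, as for the flag P alone, kept 10206 probes. Asking only for a positive and significant signal kept 12573, and asking for detection on all 12 arrays kept 7594.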

After filtering for low-intensity probes, 10,206 probes remained for further analysis. These 10,206 circRNA probes expressed in EndoC-βH1 cells mapped to 5039 genes. As shown in Figure 1A, the majority of the expressed circRNAs were exonic (88%), while the rest mapped within introns (5%), sense-overlapping (5%) and antisense transcripts (1%), and intergenic regions (1%) of the genome. 

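Multi-dimensional scaling of the 12 arrays over the 500 probes with the largest differences between each pair of arrays put 26.3% of the variation on the first dimension and 15.7% on the second. All 6 cytokine arrays lay on one side of the first dimension, between 0.32 and 1.21, and all 6 untreated arrays on the other, between -1.14 and -0.41. The difference of the means was 1.43, and no relabelling within time point separated the arrays further (exact two-sided permutation test over 400 relabellings, p = 0.005, the smallest p this design allows). Among the cytokine arrays at 24 h, the third lay at 0.32 and the others at 1.21 and 1.07. With all retained probes in place of the top 500, the difference was 0.40 (p = 0.005 in the same exact test), but the lowest cytokine array then lay 0.04 below the highest untreated array on the first dimension.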

Multi-dimensional scaling showed a clear separation of samples based on the treatment, as seen in Figure 1B. 

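At 24 h, 127 of the 10211 retained probes passed the cutoffs between cytokine-treated and untreated cells, and at 48 h, 100 did (limma with Benjamini-Hochberg adjustment, 3 arrays against 3 within a fit of 12). At both time points, the 3 cytokine arrays of every called probe lay entirely above or below the 3 untreated arrays. Such a separation was found for 17.5% of all retained probes at 24 h and 21.1% at 48 h, where chance gives 10%. Of the planned processing alternatives that could be fitted to convergence, the one that moved the 24 h count most was fitting only the 6 arrays of the time point, with 44 DE probes, and the one that moved the 48 h count most was the slide as a block, with 19. With the signal before background subtraction, 88 and 58 probes were called, and with the authors' deposited log2 values, 73 and 50. Single arrays also moved the counts. At 24 h the count was 442 without the third cytokine array and 337 without the third untreated array, 64 to 71 without any other array of 24 h, and 80 to 114 without an array of 48 h. At 48 h the count was 52, 43 and 50 without the first, the second and the third cytokine array, 61 without the first untreated array, and between 68 and 118 without any other array. Untreated cells at 48 h and 24 h differed in 0 probes past the cutoffs in limma, with 323 probes at an unadjusted p under 0.05. That is a smaller share of the 10211 retained probes than the 0.05 that chance alone would give, though it does not show that no probe differs.

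**Figure D1:**
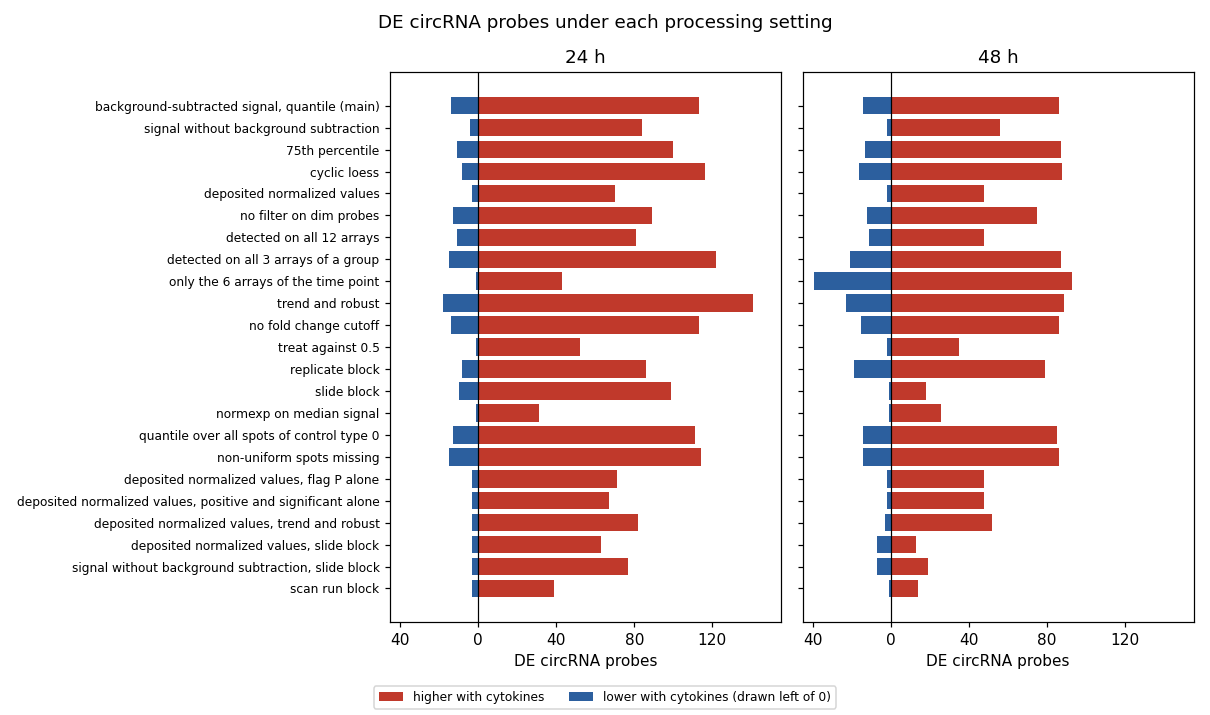
DE circRNA probes higher (right of 0) and lower (left of 0) with cytokines at 24 h and 48 h, with 1 row for each processing setting and the number of probes on the horizontal axis. The main setting, in the top row, gives 127 probes at 24 h and 100 at 48 h, and the slide block gives 109 and 19; fits with array weights and with an array left out are not drawn.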

The differential expression analysis identified 74 and 50 circRNAs that were modulated after cytokine exposure for 24 h and 48 h, respectively (Figure 1C and Figure 2). 

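The DE probes at 24 h and at 48 h shared 70 probes changed in the same direction, 57 probes were called only at 24 h and 30 only at 48 h, which made 157 in all. The 2 comparisons use different untreated arrays and so share no array, and chance would give 0.95 shared probes among those that rose. No probe was called higher at one time point and lower at the other. Of the 57 probes called only at 24 h, 52 changed in the same direction at 48 h, and of the 30 called only at 48 h, 25 changed in the same direction at 24 h. The difference between the changes at 48 h and 24 h, tested itself as an interaction in limma, passed the cutoffs for 0 probes, with 1035 at an unadjusted p under 0.05. It passed for 3 probes without the third untreated array at 24 h and for 190 with array weights from limma's genebygene method. With the slide as a block, the shared probes fell from 70 to 16. They numbered 34 to 38 without a cytokine array of 48 h, 43 without the first untreated array of 48 h or the second of 24 h, 46 without the second cytokine array of 24 h, and 50 to 71 without any other array.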

There was an extensive overlap in the cytokine-modulated circRNAs between the two time-points (Figure 1C), resulting in a total of 84 DE circRNAs. These 84 DE circRNAs mapped to 50 host genes (46 protein-coding and 4 lincRNA genes) based on the GRCh37 genome annotation. These circRNAs were mostly exonic (86%), but a few intronic (7%) and sense-overlapping (7%) biotypes were also observed. 

The majority of the DE circRNAs were upregulated by cytokines, including 71 out of 74 and 48 out of 50 at 24 h and 48 h, respectively (Figure 1C). Among these, 40 circRNA isoforms originating from 18 host genes were common and upregulated at both 24 h and 48 h (Table 1). 

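Of the DE probes, 113 of 127 were higher with cytokines at 24 h and 86 of 100 at 48 h, that is 89% and 86%. The median log2 fold change of the higher probes was 2.20 at both time points, and that of the lower probes was -1.37 at 24 h and -1.51 at 48 h. For 32 of the 113 probes at 24 h and 23 of the 86 at 48 h, no untreated array was well above background, so their fitted fold changes rest on signal at the background level. With every group that had no array above background raised to the floor of each array, the lowest normalized signal among its probes well above background, the medians were 1.78 and 1.90 for the higher probes and -1.15 and -1.15 for the lower probes at 24 h and 48 h. With the deposited log2 values, 70 of 73 probes were higher at 24 h and 48 of 50 at 48 h. The share of higher probes was lowest with array weights, at 62.7% and 54.9% with limma's genebygene method and 57.4% and 52.4% with its default method, which did not converge. It was 72.4% at 24 h without the third cytokine array of 24 h, and 70.5% at 48 h with only the 6 arrays of that time point. With the slide as a block, the share at 48 h was 94.7%. With that block it was 65% for the deposited log2 values and 73.1% for the signal before background subtraction.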

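In the fit of the background-subtracted signal, 69 probes were higher at both time points and 1 was lower at both. The median log2 fold change of these 69 was 2.47 at 24 h and 2.30 at 48 h, and 32 of them had the smaller change at 48 h. With groups below background raised to the floor, the medians were 1.98 and 2.01, so their order depends on the treatment of dim probes. The deposited log2 values gave 40 probes higher at both time points and 0 lower at both. From the overlap of the 2 time points, the paper states which circRNA isoforms were raised at both.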

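Complete-linkage clustering on Euclidean distances was run on the 6 arrays of each time point. Over the DE probes, which were chosen on the same arrays, the first split of the tree put 0 arrays on the wrong side at 24 h and 0 at 48 h, also with average linkage, with 1 minus Pearson's r as the distance, and with any array left out. Over all 10211 retained probes, 0 arrays were on the wrong side at 48 h and 1 at 24 h, the third untreated array, which joined the cytokine arrays. With average linkage, 2 arrays were on the wrong side at 24 h.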

The hierarchical clustering of the normalized expression of the DE circRNAs showed a clear separation between the two groups at 24 h and 48 h (Figure 1D,E). Only five circRNAs were downregulated by cytokines (Supplementary Table S3). 

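In the fit of the background-subtracted signal, 14 probes were lower with cytokines at 24 h and 14 at 48 h, of which 1 was lower at both, so that 27 were lower at either time point. No cytokine array was well above background for 6 of the 14 probes at 24 h and 8 of the 14 at 48 h. The signal before background subtraction gave 6 lower probes at either time point, and the deposited log2 values gave 5. With the slide as a block, 11 were lower at either time point, and 1 was lower at 48 h. With array weights from limma's genebygene method there were 510. Single arrays also moved this number, which was 137 without the third cytokine array of 24 h, 83 without the third untreated array of 24 h, 9 without the second untreated array of 24 h, and 11 to 31 without any other array. At 24 h alone, 122 and 55 probes were lower without the third cytokine and the third untreated array, and 3 to 11 without any other. At 48 h alone, 28, 29 and 21 were lower without the first untreated, the third untreated and the first cytokine array of 24 h, and 4 to 15 without any other.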

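The files do not pair probes with host genes, so changes are given by probe ID. The probes were picked as those with the largest fitted rise and fall at each time point among DE probes whose treated and untreated arrays did not overlap, and a fitted change against a group that is not above background is no measure of its size. The largest fitted rise at 24 h was that of probe ASCRP3002713, with a normalized log2 signal of 9.82 ± 0.22 (SD, n = 3) in treated and 3.99 ± 0.54 (SD, n = 3) in untreated cells. Its log2 fold change was 5.84 (standard error 0.33, adjusted p = 1.27e-06 from limma) at 24 h and 4.72 (standard error 0.33, adjusted p = 1.09e-05 from limma) at 48 h. The largest fitted rise at 48 h was that of ASCRP3008604, which was well above background on all 3 cytokine arrays and on 0 of 3 untreated arrays at each time point. It was therefore at least 4.92-fold higher at 24 h (adjusted p = 9.43e-05 from limma) and at least 8.06-fold higher at 48 h (adjusted p = 1.18e-05 from limma), which does not place it above ASCRP3002713. Such bounds set the bright group's mean against the mean, per untreated array, of the higher of the probe's own signal and the lowest signal among probes well above background. With the deposited log2 values, ASCRP3008604 had a log2 fold change of 1.00 at 24 h, just short of the cutoff, and of 1.45 at 48 h, where ASCRP3002713 had 3.87. The largest fitted fall at 24 h was that of ASCRP3002570, well above background on 3 untreated and 0 cytokine arrays and at least 1.85-fold lower (adjusted p = 0.011 from limma), and at 48 h that of ASCRP3002750, likewise above background on untreated arrays only and at least 1.45-fold lower (adjusted p = 0.00834 from limma). In the same fit, neither probe passed the cutoffs at the other time point. The log2 fold change of ASCRP3002570 at 48 h was -0.22 (adjusted p = 0.911 from limma), above background on 3 cytokine and 3 untreated arrays. That of ASCRP3002750 at 24 h was -1.51 (adjusted p = 0.124 from limma). The bounds of 1.85-fold and 1.45-fold are smaller than the median fall of the lower probes with dim groups raised to the floor. Neither fall is therefore shown to be among the larger falls. Neither fall passed the cutoffs with the signal before background subtraction or with the deposited log2 values. That of ASCRP3002570 also did not pass with only the 6 arrays of 24 h, with treat, or without the first untreated or the first cytokine array of 24 h, and that of ASCRP3002750 not with the slide or the scan run as a block or without the second cytokine array of 48 h.

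**Figure D2:**
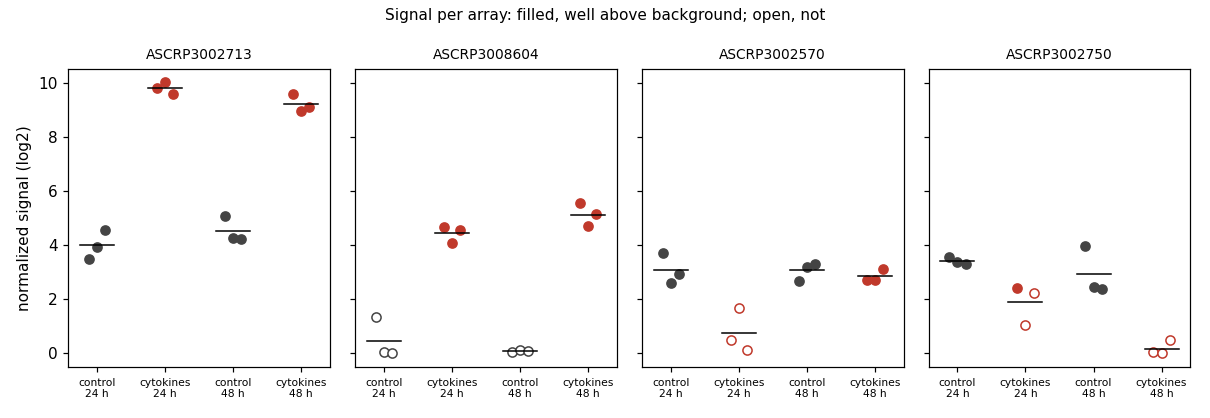
Normalized log2 signal of 4 probes on each array, by group; points are arrays, filled where the probe was well above background and open where it was not, and lines are group means. ASCRP3002713 is above background on every array, and the untreated arrays of ASCRP3008604 are all open.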

Two circRNA isoforms from the WARS locus were the most highly upregulated, followed by circRNAs at the *EPSTI1*, *IRF1, UTRN,* and *CRIM1* loci (Figure 2; Table 1). Interestingly, *CRIM1* gives rise to more than 100 circular isoforms, as reported in the circBase database [31], whereas only 4 protein-coding isoforms have been confirmed by the Ensembl project “https://www.ensembl.org/Homo_sapiens/Gene/Summary?db=core;g=ENSG00000150938 (accessed on 4 June 2020)”. Of the 19 circular isoforms tested on the array for *CRIM1*, 17 were upregulated by cytokine exposure (Table 1). 

### 3.2. Validation of circWARS, circEPSTI1, and circCRIM1 in EndoC-βH1 Cells and Human Pancreatic Islets

Initially, we selected the three most upregulated circRNAs, hsa_circ_0033184 (circWARS), hsa_circ_0000479 (circEPSTI1), and hsa_circ_0001526 (circIRF1), for validation by real-time qPCR in EndoC-βH1 cells and isolated pancreatic islets from human donors treated or not treated with pro-inflammatory cytokines. However, due to a low basal expression level of hsa_circ_0001526 (circIRF1), this circRNA was excluded from the validation. hsa_circ_0002938 (circCRIM1) from the *CRIM1* locus (the most highly upregulated circRNA out of the 17 isoforms) was also selected for validation (Table 1). The upregulation of all three circRNAs, namely circWARS, circEPSTI1, and circCRIM1, was confirmed in EndoC-βH1 cells (Figure 3A–C; Supplementary Figure S1). circWARS and circEPSTI1 were also expressed in human islets (Supplementary Figure S2). circCRIM1 was lowly expressed and was only detected in two out of the four islet donors (data not shown). Furthermore, Sanger sequencing of the PCR products confirmed the back-spliced junctions for all three circRNAs in both the cytokine-treated and control samples in EndoC-βH1 cells (Supplementary Figure S3). We also investigated the expression of the host genes *WARS, EPSTI1,* and *CRIM1* and report that they were differentially expressed by cytokines in EndoC-βH1 cells in the same direction as the circRNAs (Figure 3D,E; Supplementary Figure S4). *WARS* and *EPSTI1* were also differentially expressed in human pancreatic islets (Supplementary Figure S4). 

### 3.3. Host Genes of the Cytokine-Regulated circRNAs Are Enriched in Interferon and Interleukin Signaling Pathways

CircRNAs have been linked to the host genes and their function [42]. Based on this assumption, we performed a pathway analysis of the 50 host genes of the 84 DE circRNAs. The pathway analysis identified 21 enriched pathways that were grouped into five clusters. The most significant pathways for each of these five groups were: interleukin-27 signaling, interferon gamma signaling, the photodynamic-therapy-induced unfolded protein response, signaling by BRAF and RAF fusions, and antigen processing and presentation (Figure 4). 

### 3.4. circRNA Translation Is Driven by IRES-Like Short Elements

Recent studies have shown that circRNAs have translation potential and generate circRNA-coded peptides [40,43,44,45,46]. Since circRNAs lack a 5′ end, the translation of circRNAs can only be initiated through a cap-independent mechanism that requires an internal ribosome entry site (IRES). Because IRES-like elements are significantly enriched in human circRNAs compared to linear RNAs, suggesting that they are positively selected in circRNAs [40], we queried IRES-like hexamers against the DE circRNA sequences to examine the host genes for IRES binding sites.

Figure 5A shows the occurrence of 97 circRNA-enriched IRES motifs [40] within the DE circRNAs. Most of the DE circRNA candidates harbored an IRES motif within the circRNA sequence, except for four candidates (three of them mapped to the *GRM4* locus, and one mapped to the *NLRC5* locus). We observed that the DE circRNAs were rich in IRES binding sites (95% of DE circRNAs harbored an IRES site). More than 60% of the DE circRNAs (*n* = 53) had >10 IRES binding sites. 

CircRNAs from the *DPY19L1*, *CCDC125, JAK2, TRIM24, EPSTI1, PARP8*, and *CANX* loci had the highest number of IRES motifs within the circRNA sequence (>25 motifs), highlighting their protein-coding potential. Figure 5B shows all the DE circRNAs that harbor >10 IRES motifs. The top candidates, *WARS, EPSTI1,* and *CRIM1,* are highlighted with red, green, and blue arrows, respectively. 

We used the publicly available high-resolution human proteomics data from 30 tissues and six cell lines, as reported in [40], to identify circRNA-coded proteins across the back-splice junctions for all circRNAs expressed in EndoC-βH1 cells. We observed circRNA-coded peptides from 89 β-cell-expressed circRNAs. Two of the circRNAs that encode these short peptides were differentially expressed: hsa_circ_0001565 (circCANX, upregulated) and hsa_circ_0001596 (circHIST1H1B, downregulated) (Supplementary Table S4).

Leveraging the proteomics data retrieved from [29] on EndoC-βH1 cells exposed to IL-1β and IFN-γ for 48 h, we identified peptides matching the potentially translated proteins from the DE circRNAs. The 118,143 peptides from the proteomics data were compared with the ORFs predicted for the DE circRNAs, as detailed in Section 2, to identify identical circRNA-specific sequences. Supplementary Table S5 shows these circ-encoded peptides in EndoC-βH1 cells and their statistical analysis. 

### 3.5. Multi-Species Conserved Sequences (MCS) Analysis

To speculate on the functional relevance of the DE circRNAs, we next investigated the evolutionary conservation of their specific sequences, including their unique junction-spanning signature, using the CircAtlas database [41] in seven species: human (hsa), macaque (mma), mouse (mmu), rat (rno), pig (sus), chicken (gal), and dog (can). Around 70% of the DE circRNAs were conserved in at least two species, and ~15% of the DE circRNAs were conserved in five species (Supplementary Tables S3 and S6). Interestingly, all the DE circRNAs with multi-species conserved sequences (MCS) in five species harbored >10 IRES binding sites (Supplementary Table S3). 

### 3.6. Cytokine-Induced Regulatory Elements in circRNAs

Leveraging the recently published genome-wide map of inflammation-induced responsive elements in human β cells that are linked to changes in the β-cell transcriptome, proteome, and 3D chromatin structure [29], we identified circRNAs that harbor cytokine-induced primed regulatory elements prebound by islet-specific transcription factors. Of the 84 DE circRNAs, 23 circRNAs overlapped with regulatory elements (REs) (10 opening induced regulatory elements, “open IRE elements”, and 66 stable regulatory elements, “SRE elements”) in EndoC-βH1 cells. In human islets, 41 DE circRNAs overlapped with 3 opening IRE and 199 SRE elements. Interestingly, the promoter regions of our top candidates, *WARS, EPSTI1,* and *CRIM1,* harbored islet enhancer hubs, islet TF binding sites, and primed cytokine-responsive elements (Figure 6 and Supplementary Figure S6). The circRNAs from these loci that harbored SREs included: circCRIM1 and circEPSTI1 in EndoC-βH1 cells and circWARS and circCRIM1 in human islets. Interestingly, out of the 17 DE circRNA isoforms at the *CRIM1* locus, 13 harbored > 100 SREs (Supplementary Figure S6).

### 3.7. RNA-Binding Protein (RBP) and miRNA Binding Sites within circWARS, circEPSTI1, and circCRIM1

circRNAs with a relatively high density of binding sites for any single RBP could potentially act as a ‘sponge’ or a ‘decoy’ for that RBP [15]. This sponging function would be enhanced by the long half-lives of circRNAs. Therefore, we used the CircInteractome database [38] to predict the RBP binding sites for the three validated circRNAs (circWARS, circEPSTI1, and circCRIM1). Figure 6 and Supplementary Figure S5 show the total number of binding sites for RBPs (e.g., Ago1, Ago2, Hur, FMRP, and EIF4A3) overlapping the junction sequence of circWARS, circEPSTI1, and circCRIM1. Multiple binding sites for AGO1 and AGO2 on circWARS and circCRIM1 were also confirmed by the StarBase analysis (Supplementary Table S7). CircRNAs with a high density of binding sites for a given RBP might be considered ‘super-sponges’ [14,15]. Therefore, we speculate that hsa_circ_0033184 (circWARS, 626 nt long) could function as a super-sponge for AGO2 in pancreatic β cells. 

The circRNA–miRNA interactions are mediated by the RNA-induced silencing complex (RISC) containing AGO2 and many other RNA-binding proteins. Different isoforms of circWARS-interacting miRNAs were identified by intersecting the predicting target sites of miRNAs with the binding sites of the Ago protein derived from publicly available CLIP-seq data from the StarBase database [32] (Supplementary Table S7). The miRNAs predominantly expressed in isolated β cells compared to human islets were identified in [37].

For the most highly upregulated circRNAs, circWARS, we identified binding sites for 29 miRNAs, of which 14 were β-cell-enriched compared to human islets (Supplementary Table S7). hsa-miR-192-5p, one of the most highly β-cell-enriched miRNAs, previously reported by Klein et al. [47], was supported by >15 Ago Clip-Seq experiments, underlining the circWARS–hsa-miR-192-5p interaction. The other β-cell-enriched miRNAs targeted by circWARS included hsa-miR-320a, hsa-miR-320b, hsa-miR-320c, hsa-miR-320d, and hsa-miR-21-5p. Our analysis did not identify any miRNA binding sites for circEPSTI1. For the 16 DE circRNAs from the *CRIM1* locus, binding sites for more than 300 miRNAs were identified (data not shown). Interestingly, both circCRIM1 and circWARS have binding sites for highly β-cell-enriched miRNAs, including hsa-miR-320a, hsa-miR-320b, hsa-miR-320c, hsa-miR-320d, and hsa-miR-4429. 

### 3.8. circWARS–miRNA–mRNA Interaction Network in EndoC-βH1 Cells

A “circWARS-miRNA-mRNA” interaction network was generated by combining the CLIP-seq data from StarBase with the host gene expression (RNASeq) and proteomics data in EndoC-βH1 cells. Figure 6A shows the “circWARS-miRNA-mRNA” interaction network for the six β-cell-enriched miRNAs (hsa-miR-192-5p, hsa-miR-21-5p, hsa-miR-320a, hsa-miR-320b, hsa-miR-320c, and hsa-miR-320d) and their 54 target genes that were upregulated by IL-1β and IFN-γ at 48 h in EndoC-βH1 cells. Only the targets that were upregulated by pro-inflammatory cytokines either at the mRNA level (light green nodes) or both the mRNA and protein level (dark green nodes) in EndoC-βH1 cells were included in the network. Several shared target genes for hsa-miR-320a, hsa-miR-320b, hsa-miR-320c, and hsa-miR-320d were upregulated at both the mRNA and protein levels. These targets included *CANX, CYLD, ARID5B, FAM117B*, and *ARHGAP26*.

A pathway-based enrichment analysis of the 54 upregulated target genes of β-cell-enriched miRNAs (hsa-miR-192-5p, hsa-miR-21-5p, and hsa-miR-320 family) with potential binding sites for circWARS revealed three clusters of enriched pathways (Figure 6B,C). The most significant pathways for these three clusters were: NTRK1 signaling, interleukin-35 signaling, and RIG-I-like receptor signaling. The associated genes for the three enriched clusters included *CYLD, IL12A, MAP3K1* (RIG-I-like receptor signaling), *CANX, IL12A, STAT3* (interleukin-35 signaling), *CDK6, PIK3R1, STAT3, PER2, FRS2, SH2B3, ATF1, MAP3K1,* and *JAG1* (NTRK1 signaling). Real-time qPCR validated the expression of the target genes, *CANX*, *CYLD*, *STAT3*, *IL12A*, *PIK3R1*, *MAP3K1,* and *CDK6,* in the EndoC-βH1 cells with and without treatment with pro-inflammatory cytokines for 48 h (Figure 6D). The mRNA levels of *CYLD*, *STAT3*, *IL12A,* and *CDK6* were significantly upregulated in response to cytokine treatment. The most significantly upregulated target genes, *CYLD* and *STAT3,* were validated in human pancreatic islets with and without cytokine treatment for 24 h (Figure S7A). Both were significantly upregulated in response to cytokine treatment. Differential expression of the miRNAs does not serve as a prerequisite for the circRNA sponge function, and with real-time qPCR we did not observe significant changes in the miRNA levels. However, we were able to validate the expression of hsa-miR-192-5p, hsa-miR-21-5p, hsa-miR-320a, and hsa-miR-320b in human islets with and without cytokine treatment (Figure S7B). 

Figure 6E shows the genomic map of the *WARS* locus and the overlap with IREs, islet enhancer hubs, and islet TF binding sites. Multiple SREs and primed IREs were present in the circWARS sequence based on the islet regulome data. Interestingly, for circWARS, more than 15 AGO2 binding sites were observed, along with multiple binding sites for other RBPs, including *FMRP, HuR, EIF4A3, IGF2BP1, IGFBP2,* and *IGFBP3* (Figure 6F and Supplementary Table S7). 

## 4. Discussion

In the present study, we investigated the circRNA expression profile in human β cells exposed to pro-inflammatory cytokines and identified their potential roles in T1D. Using microarray profiling, we detected more than 10,000 circRNAs mapping to more than 5000 genes in the EndoC-βH1 cells. After 24 h of pro-inflammatory cytokine exposure, 74 circRNAs were differentially expressed (71 significantly upregulated and 3 significantly downregulated), and after 48 h of pro-inflammatory cytokine exposure, 50 circRNAs were differentially expressed (48 significantly upregulated and 2 significantly downregulated). Interestingly, the host genes of the DE circRNAs were found to be implicated in interferon and interleukin signaling, which suggests that the DE circRNAs are transcribed from inflammatory response genes in response to a pro-inflammatory stimulus.

The cell-type-specific expression of circRNAs in human pancreatic islets makes them attractive as potential targets for new therapeutic strategies to rescue and/or improve β-cell function in diabetes [48,49,50]. For instance, Stoll et al. reported that a β-cell circRNA derived from the insulin gene was found to be reduced in islets from individuals with type 2 diabetes (T2D) and in rodent diabetes models. This circRNA was found to regulate insulin secretion, as silencing the circRNA impaired insulin secretion and key insulin signaling pathways [49]. Furthermore, a reduction in the level of one of the most abundant islet circRNAs, circHIPK3, has been shown to promote apoptosis and reduce the proliferation of β cells in mice [17,25]. The silencing of another abundantly expressed circRNA, circAFF1, in pancreatic islets of human, mouse, and rat as well as in insulin-secreting INS832/13 and MIN6B1 cell lines induced apoptosis after treatment with pro-inflammatory cytokines [17]. These examples suggest that strategies to increase the levels of certain circRNAs may hold the potential to prevent apoptosis and ameliorate β-cell mass and function. More functional studies, however, are warranted to explore the full potential of circRNAs as novel disease-modulating targets in human β cells.

The effects of cytokines on circRNAs in β cells have so far been studied only in mouse models [23]. Using a microarray analysis, Wang et al. reported close to 2000 DE circRNAs in MIN6 cells after 24 h of IL-1β, IFN-γ, and TNFα treatment [23]. In contrast to the present study, MIN6 cells were found to express a higher number of circRNAs in general and contained approximately equal amounts of up- and downregulated candidates [23]. This could reflect interspecies differences between human and mouse. By siRNA-mediated knockdown, the group inhibited two DE circRNAs, which resulted in elevated β-apoptosis as well as reduced insulin biosynthesis and secretion [23]. Others have described differences in the circRNA expression profile, primarily in PBMCs from individuals with T1D, compared to healthy controls [20,21,22], further supporting their roles in islet inflammation and β-cell destruction. To our knowledge, only two other studies have investigated circRNAs in isolated human pancreatic islets [17,25]. Using CircleSeq, Haque et al. recently identified 2619 circRNAs in human islets and reported by real-time qPCR that four of the most abundantly expressed circRNAs were differentially expressed when comparing islets of individuals with and without T2D [25]. By microarray analysis, Stoll et al. identified 3441 circRNA transcripts in human islets in baseline conditions, of which they showed that 497 were conserved in mouse islets [17]. Selected circRNA candidates were validated in mouse islets and investigated for their functional roles by siRNA-mediated knockdown. The study observed an impairment of insulin secretion as well as reduced proliferation and survival of the mouse islets [17]. The evolutionary conservation of circRNA candidates reported in the study by Stoll et al. has also been discussed by others [13] and supports the current study’s findings. Thus, the circRNA sequences seem to be functionally conserved, and the differential expression of these in response to diabetogenic factors implies their potential functionalities and possible implications in T1D pathogenesis [17,24]. 

We selected three of the most highly and DE circRNAs, circWARS (hsa_circ_0033184), circEPSTI1 (hsa_circ_0000479), and circCRIM1 (hsa_circ_0002938), for further studies and validated their presence and circular nature by Sanger sequencing. We highlight the protein-coding potential of circWARS, circCRIM1, and circEPSTI1, showing that they, together with other DE circRNAs, were rich in IRES elements. The translational potential of a subset of circRNAs has been described in recent years, suggesting that the circRNAs are prone to translation through the cap-independent binding of ribosomes to IRES [40,51]. A novel study by Fan et al. showed that sufficient levels of IRES elements were able to drive the translation of circRNAs, identifying hundreds of circRNA peptides [40]. Furthermore, they also showed that the mutation of the IRES-like short elements in circRNAs reduced their translation. Other studies have shown that RNA modifications, including a single-nucleotide N6-methyladenosine (m6A) modification on circRNAs, are sufficient to promote translation via the recruitment of initiation factor eukaryotic translation factor 4 gamma (elF4G2) and m6A reader, YTHDF [52,53]. The circRNA-encoded peptides identified in this study should be validated by other methods since we cannot be sure from which protein these peptides were generated during the sample digestion that preceded the mass spectrometry analysis. Moreover, future studies are warranted to address the biological relevance of the circRNA-derived peptides.

The most highly upregulated candidate of this study, circWARS, has to our knowledge not previously been described in the literature. However, its host gene, *WARS,* encodes the enzyme tryptophanyl-tRNA synthetase, which is known to catalyze the tryptophan-tRNA ligation, which is key for protein synthesis [54]. *WARS* has been previously studied for its role in the innate inflammatory response, where it was found to act via Toll-like receptor activation and regulate the immune cell response [54,55,56]. In the present study, we showed that circWARS harbored multiple binding sites for key β-cell miRNAs and RBPs, including Ago2. Thus, a potential role of circWARS could be to sponge miRNAs, preventing them from reaching their targets, hence affecting downstream molecular pathways. The ‘circWARS-miRNA-mRNA’ network analysis revealed multiple binding sites for hsa-miR-192-5p, hsa-miR-21-5p, and several members of the miR-320 family, which is known to be highly expressed in human pancreatic islets and β cells [37]. The miR-320 miRNA family has been studied for its role in diabetes and related complications, particularly for its role in glucose and lipid metabolism [57,58,59,60]. A recent study showed that the overexpression of miR-320a suppressed insulin secretion and induced apoptosis in pancreatic β cells via targeting MafF in high fat diet treated mice [58]. Consistent with an miRNA sponging effect of circWARS, a number of target genes for hsa-miR-320a, hsa-miR-320b, hsa-miR-320c, and hsa-miR-320d were upregulated, including *CANX, CYLD, ARID5B, FAM117B,* and *ARHGAP26*. *CANX* encodes an endoplasmic reticulum (ER) membrane chaperone, calnexin, which plays an important role in the unfolded protein response and ER-associated degradation (ERAD) [61]. Indeed, calnexin-deficient cells upregulate the ER-stress-associated protein Erp57 and show both increased proteasomal activity and increased ERAD [62]. The upregulated shared target gene *PIK3R1* for hsa-miR-21-5p, hsa-miR-320a, hsa-miR-320b, hsa-miR-320c, and hsa-miR-320d was upregulated at both the mRNA and protein levels, as shown by the ‘circWARS-miRNA-mRNA’ network analysis. Several studies in transgenic mouse models have shown that the inhibition of Pik3r1 enhances *PI3K* activity and improves insulin signaling and glucose homeostasis in high fat diet fed obese mice and mice with genetically induced insulin resistance [63]. circWARS also harbored multiple binding sites for *IGFBP1* and *IGFBP2*. *IGFBP1* has previously been linked to diabetes/insulin regulation, as lower circulating levels of *IGFBP1* have been associated with impaired glucose tolerance, insulin resistance, diabetes, and cardiovascular diseases in mouse models [64]. Thus, we speculate that the regulation of the binding targets of circWARS could mediate important effects for β-cell function. The current study does not investigate the binding effects of circWARS. However, according to real-time qPCR, several of the miRNA target genes were significantly upregulated in response to cytokine treatment. Future studies should address the binding and regulation of circWARS to its miRNA and protein targets to establish the biological mechanism of this circRNA. 

circCRIM1 was implicated in promoting ovarian cancer progression by acting as a competitive endogenous RNA (ceRNA) for the host gene *CRIM1* and targeting the miR-383-5p/ZEB2 axis [65]. *CRIM1* encodes a transmembrane protein containing six cysteine-rich repeat domains and an insulin-like growth-factor-binding domain. It has been shown to play a role in tissue development through its interaction with the transforming growth factor beta (TGFβ) family and bone morphogenetic proteins (BMP) [66,67]. circEPSTI1 has been proposed as a biomarker of systemic lupus erythematosus (SLE), and significantly elevated levels of circEPSSTI1 were found in PBMCs from individuals with SLE compared to healthy controls [68]. The host gene, *EPSTI1,* encodes the epithelial–stromal interaction 1 protein, which has been studied for its role in cancer [69].

Due to the circular nature of circRNAs, these molecules are more resistant to exonuclease breakdown than their linear counterparts, and therefore circRNAs may be ideal biomarkers [5,70]. Although circRNAs are often sparsely expressed compared to their host genes, their biological properties and individual functions seem to have profound roles in disease [5,70,71]. However, the distinct functionalities of the circular and linear transcripts should be clarified to ensure that the effects arise from the circRNA and not the linear counterparts. One of the limitations of the present study is that the speculated circRNA functions rely on literature based on the host genes. Moreover, the lack of proper annotations of the circRNAs is an issue for the pathway analysis, where all genes were used as a background instead of only those associated with the circRNAs. We observed that the host genes of the three validated circRNA candidates were also differentially expressed in the same direction as the circRNAs. This could be a confounding factor of the speculated functionalities of the circRNAs, highlighting the importance of separating the linear and circular transcripts when investigating circRNAs’ modes of action. However, other studies have reported differential expression of circRNAs in both the same and opposite directions as their host gene [17,22,25,49]. This suggests that circRNAs and host genes may be coregulated or even modulate the expression of each other [72], underlining our still limited understanding of the complex nature of circRNAs. Further studies are needed to determine the ultimate functions of circRNAs and their eventual clinical relevance and utility as biomarkers.

In conclusion, we show that circRNAs are highly abundant in human pancreatic β cells and that they are differentially expressed in response to pro-inflammatory cytokines. Based on these findings, we predict that the DE circRNAs are functionally conserved and may be involved in regulating β-cell function. Examining the molecular mechanisms of the individual β-cell circRNAs should be the subject of future investigations to elucidate their implication in β-cell loss and dysfunction in T1D.

## Figures and Tables

**Figure 1:**
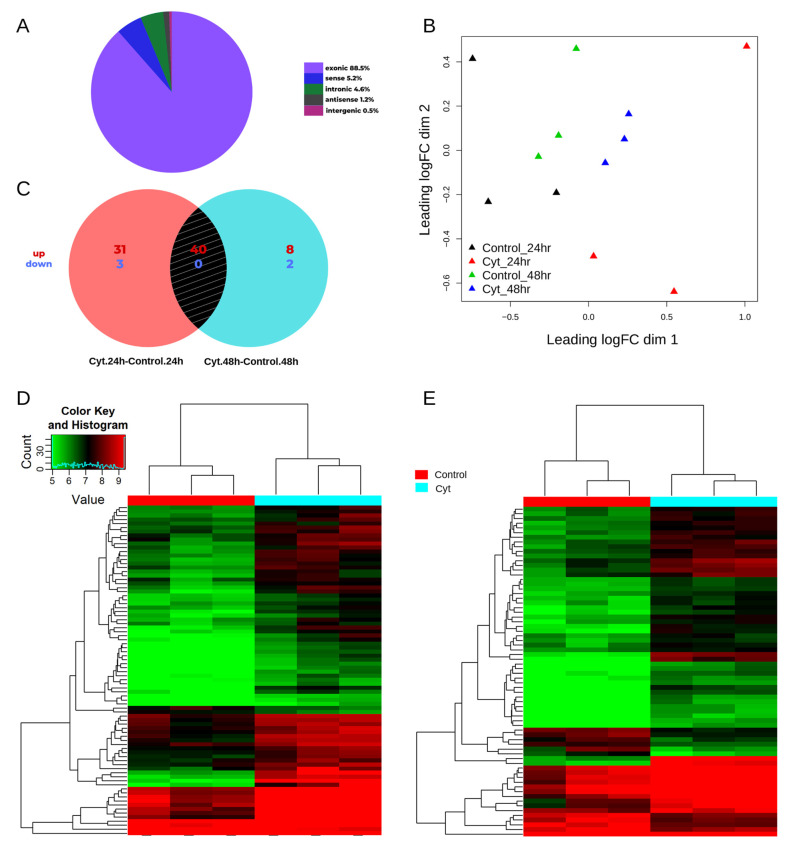
CircRNAs modulated by pro-inflammatory cytokines in human β cells. (**A**) Distribution of circRNAs expressed in human EndoC-βH1 cells based on their biotypes; (**B**) MDS plot showing the effect of cytokine-treatment at different time-points in EndoC-βH1 samples; (**C**) Venn diagram showing the overlap between the number of DE circRNAs after cytokine exposure at 24 h and 48 h; (**D**,**E**) Hierarchical clustering of DE circRNAs based on their normalized expression values at 24 h (**D**) and 48 h (**E**) after cytokine exposure.

**Figure 2:**
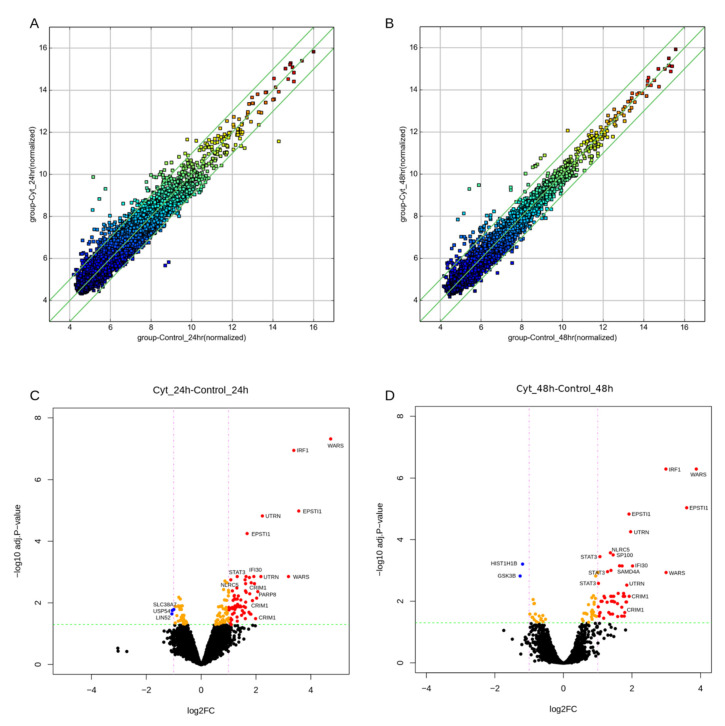
Comparison of circRNA expression profiles between cytokine-treated and non-treated samples at 24 h and 48 h in EndoC-βH1 cells. Scatter plots showing the differences in the expression of circRNAs in cytokine-treated samples compared to control samples at 24 h (**A**) and 48 h (**B**). The middle green line represents no difference between the two groups, while the flanking green lines indicate a change of 2-fold. The circRNAs beyond these lines represent > 2-fold changes between the two groups. Volcano plots of DE circRNAs in human EndoC-βH1 cells after cytokine exposure at 24 h (**C**) and 48 h (**D**). The horizontal and vertical lines represent the adj. *p*-value and fold-change cutoffs, respectively. The red and blue dots represent the upregulated and downregulated circRNA isoforms, respectively.

**Figure 3:**
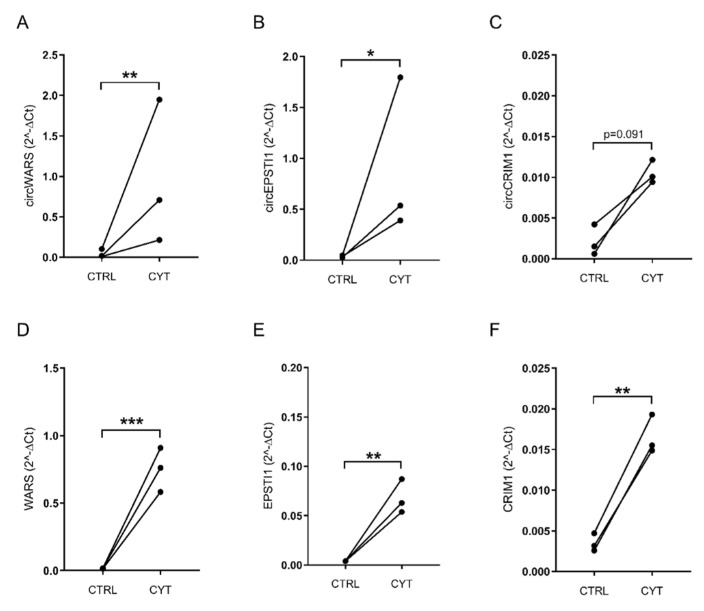
Validation of host genes and circRNAs of *WARS*, *EPSTI1,* and *CRIM1*. The expression of (**A**) circWARS, (**B**) circEPSTI1, and (**C**) circCRIM1 and the mRNA expression of (**D**) *WARS*, (**E**) *EPSTI1,* and (**F**) *CRIM1* in the EndoC-βH1 cells that were untreated (CTRL) or treated with IL-1β and IFN-γ (CYT) for 48 h (*n* = 3). The normalized expression values are presented as 2^−ΔCt. *GAPDH* was used as housekeeping gene. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
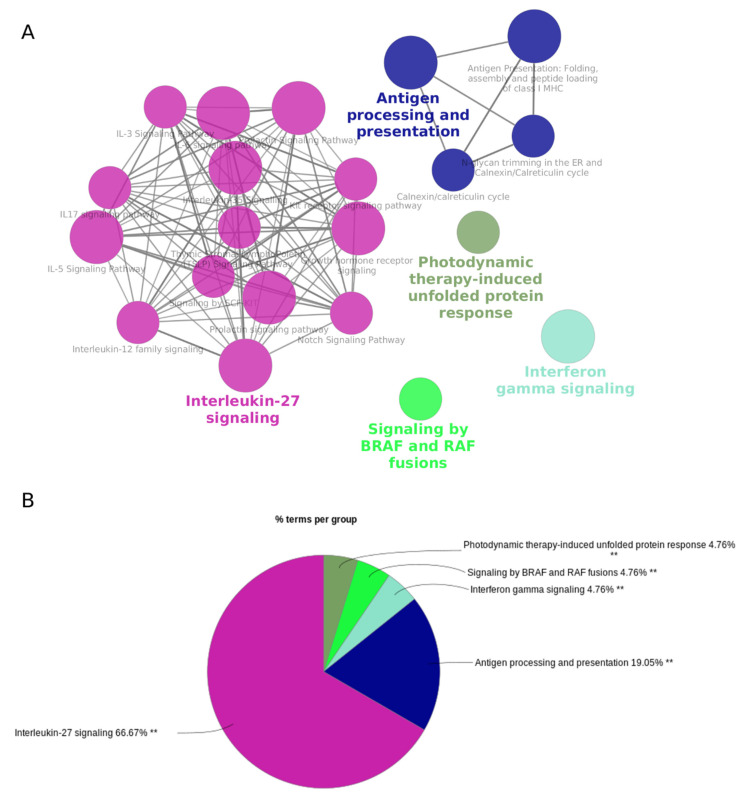
Network and pathway analysis of the DE circRNA host genes. (**A**) Network analysis based on pathway-based annotation of the 50 host genes of the DE circRNAs resulted in 21 significant pathways clustered into five groups. One selected term for each group is highlighted in bold. (**B**) Pie-chart representation of the above network highlights the five clusters (in different colors). The percentages shown for each cluster highlight their total contributions to the network based on the number of individual enriched pathway terms in each cluster. ** *p* < 0.01.

**Figure 5:**
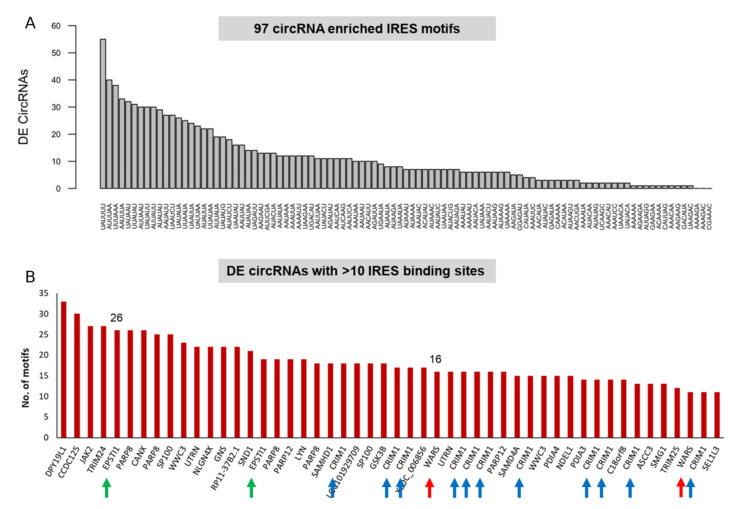
DE circRNAs are enriched in IRES elements. (**A**) The distribution of DE circRNAs that harbor circRNA-enriched IRES motifs. The *x*-axis shows the 96 circRNA-enriched IRES motifs, and the *y*-axis shows the number of DE circRNAs harboring these motifs. (**B**) DE circRNAs harboring more than 10 IRES binding sites, highlighting their protein-coding potential. Arrows indicate the binding sites belonging to the three validated candidates.

**Figure 6:**
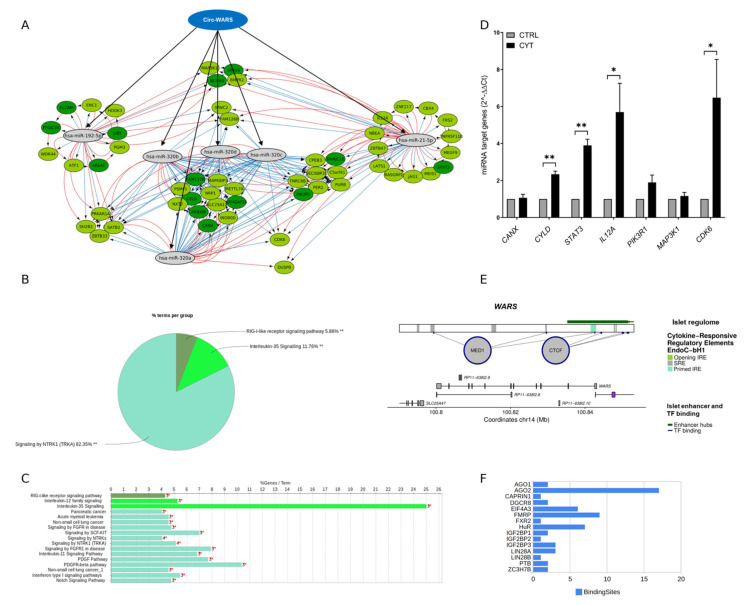
circWARS–miRNA–mRNA interaction network. (**A**) The figure shows the circWARS–miRNA–mRNA network for β-cell-enriched miRNAs (shown as grey nodes): the hsa-miR-192-5p, hsa-miR-21-5p, and hsa-miR-320 family are predicted to bind circWARS. The target genes for the miRNAs were selected based on Targetscan (red edges) and MirTarBase (blue edges). Only those targets that were upregulated by pro-inflammatory cytokines either at the mRNA level (light green nodes) or both the mRNA and protein levels (dark green nodes) in EndoC-βH1 cells are shown; (**B**) Pathway-based enrichment analysis of 54 upregulated target genes of β-cell-enriched miRNAs (hsa-miR-192-5p, hsa-miR-21-5p, and hsa-miR-320 family) with potential binding sites for circWARS revealed three clusters of enriched pathways; (**C**) The individual enriched pathway terms are shown as a bar plot and are clustered into three groups based on color; (**D**) The expression of hsa-miR-192-5p, hsa-miR-21-5p, and the hsa-miR-320 family target genes, *CANX*, *CYLD*, *STAT3*, *IL12A*, *PIK3R1*, *MAP3K1,* and *CDK6* is shown at mRNA level in the EndoC-βH1 cells that were untreated (CTRL) or treated with IL-1β and IFN-γ (CYT) for 48 h (*n* = 3). The normalized expression values are presented as 2^−ΔΔCt. *GAPDH* was used as a housekeeping gene. * *p* < 0.05, ** *p* < 0.01. (**E**) Promoter regions of WARS locus harbor islet enhancer hub, islet TF binding sites, and primed cytokine-responsive elements; (**F**) RNA-binding protein (RBP) sites predicted for circWARS.

**Table 1:** Upregulated circRNAs after cytokine exposure at both 24 h and 48 h in human EndoC-βH1 cells. The table shows 40 circRNAs upregulated at both 24 and 48 h. The circRNA array IDs and the circBase IDs (wherever available) are shown for all candidates, along with their log fold changes and adjusted *p*-values.

circRNA			24 h		48 h	
Gene	circRNA	circBase ID	logFC	adj. *p*-Value	logFC	adj. *p* Value
*WARS*	hsa_circRNA_101439	hsa_circ_0033184	4.72	4.7 × 10^−8^	3.87	5.0 × 10^−7^
*WARS*	hsa_circRNA_033191	hsa_circ_0033191	3.18	1.4 × 10^−3^	2.99	1.1 × 10^−3^
*EPSTI1*	hsa_circRNA_000479	hsa_circ_0000479	3.55	1.0 × 10^−5^	3.59	9.0 × 10^−6^
*EPSTI1*	hsa_circRNA_405138		1.67	5.5 × 10^−5^	1.91	1.4 × 10^−5^
*IRF1*	hsa_circRNA_001526	hsa_circ_0001526	3.37	1.1 × 10^−7^	2.99	5.0 × 10^−7^
*UTRN*	hsa_circRNA_001646	hsa_circ_0001646	2.23	1.5 × 10^−5^	1.96	5.4 × 10^−5^
*UTRN*	hsa_circRNA_001648	hsa_circ_0001648	2.17	1.4 × 10^−3^	1.84	2.9 × 10^−3^
*CRIM1*	hsa_circRNA_102689	hsa_circ_0054021	1.76	1.5 × 10^−3^	1.38	6.8 × 10^−3^
*CRIM1*	hsa_circRNA_102686	hsa_circ_0053967	1.82	2.2 × 10^−3^	1.44	9.8 × 10^−3^
*CRIM1*	hsa_circRNA_007408	hsa_circ_0007408	1.62	2.3 × 10^−3^	1.27	1.0 × 10^−2^
*CRIM1*	hsa_circRNA_102688	hsa_circ_0006422	1.64	4.5 × 10^−3^	1.17	3.5 × 10^−2^
*CRIM1*	hsa_circRNA_102687	hsa_circ_0002938	2.02	6.9 × 10^−3^	1.58	3.1 × 10^−2^
*CRIM1*	hsa_circRNA_102681	hsa_circ_0053958	1.87	8.2 × 10^−3^	1.84	1.0 × 10^−2^
*CRIM1*	hsa_circRNA_005507	hsa_circ_0005507	1.62	9.2 × 10^−3^	1.74	6.8 × 10^−3^
*CRIM1*	hsa_circRNA_405851		1.42	1.2 × 10^−2^	1.49	1.0 × 10^−2^
*CRIM1*	hsa_circRNA_102682	hsa_circ_0005442	1.56	1.3 × 10^−2^	1.78	6.8 × 10^−3^
*CRIM1*	hsa_circRNA_102679	hsa_circ_0005579	1.55	1.3 × 10^−2^	1.43	2.5 × 10^−2^
*CRIM1*	hsa_circRNA_102677	hsa_circ_0002017	1.44	1.3 × 10^−2^	1.75	5.4 × 10^−3^
*CRIM1*	hsa_circRNA_053955	hsa_circ_0053955	1.61	1.4 × 10^−2^	1.91	6.8 × 10^−3^
*CRIM1*	hsa_circRNA_102680	hsa_circ_0002348	1.74	2.0 × 10^−2^	1.79	2.3 × 10^−2^
*CRIM1*	hsa_circRNA_102678	hsa_circ_0002346	1.57	2.1 × 10^−2^	1.82	1.0 × 10^−2^
*CRIM1*	hsa_circRNA_004182	hsa_circ_0004182	1.55	2.1 × 10^−2^	1.7	1.5 × 10^−2^
*CRIM1*	hsa_circRNA_006294	hsa_circ_0006294	1.78	2.2 × 10^−2^	1.77	3.0 × 10^−2^
*CRIM1*	hsa_circRNA_102685	hsa_circ_0003578	1.61	3.2 × 10^−2^	1.69	3.0 × 10^−2^
*IFI30*	hsa_circRNA_102484	hsa_circ_0005571	1.92	1.4 × 10^−3^	2.01	7.0 × 10^−4^
*STAT3*	hsa_circRNA_401803		1.77	4.9 × 10^−3^	1.36	2.5 × 10^−2^
*STAT3*	hsa_circRNA_102073	hsa_circ_0043812	1.31	1.4 × 10^−3^	1.28	1.1 × 10^−3^
*GRM4*	hsa_circRNA_104092	hsa_circ_0076041	1.44	7.9 × 10^−3^	1.59	5.4 × 10^−3^
*GRM4*	hsa_circRNA_104091	hsa_circ_0076040	1.31	2.8 × 10^−2^	1.57	1.2 × 10^−2^
*GRM4*	hsa_circRNA_076039	hsa_circ_0076039	1.32	1.1 × 10^−2^	1.46	6.8 × 10^−3^
*SAMD4A*	hsa_circRNA_101356	hsa_circ_0004846	1.63	1.4 × 10^−3^	1.71	7.0 × 10^−4^
*SAMHD1*	hsa_circRNA_406106		1.6	1.7 × 10^−3^	1.07	2.3 × 10^−2^
*LOC101928767*	hsa_circRNA_405273		1.61	4.0 × 10^−3^	1.4	9.8 × 10^−3^
*LOC101929709*	hsa_circRNA_002576	hsa_circ_0002576	1.21	5.6 × 10^−3^	1.18	6.8 × 10^−3^
*PARP12*	hsa_circRNA_082689	hsa_circ_0082689	1.39	1.3 × 10^−2^	1.32	2.3 × 10^−2^
*PARP8*	hsa_circRNA_103835	hsa_circ_0072431	1.35	5.8 × 10^−3^	1.04	3.0 × 10^−2^
*DENND3*	hsa_circRNA_407136		1.3	3.2 × 10^−3^	1.01	1.5 × 10^−2^
*FRAS1*	hsa_circRNA_103671	hsa_circ_0070098	1.2	5.8 × 10^−3^	1.63	6.9 × 10^−4^
*NLRC5*	hsa_circRNA_101819	hsa_circ_0039522	1.08	1.7 × 10^−3^	1.37	2.6 × 10^−4^
*XLOC_006856*	hsa_circRNA_001200	hsa_circ_0001812	1.16	8.1 × 10^−3^	1.2	7.6 × 10^−3^

## Data Availability

The circRNA microarray data from this study were submitted to the GEO database (accession number: GSE209612).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna8050069/s1, Table S1: Pancreatic islet donor information; Table S2: Genomic characteristics of 84 DE circRNAs; Table S3: Primer sequences for circRNAs; Table S4: Protein-coding potential of DE circRNAs based on published studies; Table S5: Differentially expressed circ-encoded peptides in EndoC-βh1 cells; Table S6: Multi-species conserved sequences (MCS) analysis of the 84 DE circRNAs; Table S7: Predicted interactions between the two differentially expressed circWARS isoforms and miRNAs; Figure S1: Verification of circWARS, circEPSTI1, and circCRIM1 expression in EndoC-βH1; Figure S2: Verification of circWARS and circEPSTI1 expression in human islets; Figure S3: Sanger sequencing confirmed the expression of circWARS, circEPSTI1, and circCRIM1 in EndoC-βH1 cells; Figure S4: The expression of host genes *WARS*, *EPSTI1*, and *CRIM1* in human islets; Figure S5: The total number of RNA-binding protein (RBP) binding sites on junction sequences of top DE circRNAs (circWARS, circEPSTI1, and circCRIM1); Figure S6: *CRIM1* and *EPSTI1* loci harbor multiple cytokine-responsive elements (islet regulome); Figure S7: The expression of miRNA targets and miRNA levels in human islets.

How the deposited data were processed for this re-analysis (not part of the article)

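The data are 12 one-colour Agilent arrays (Arraystar Human circRNA Array V2) of EndoC-βH1 cells, 3 per group, untreated or exposed to IL-1β and IFN-γ at 24 h and 48 h. The authors digested total RNA with RNase R, labelled and hybridized it, and extracted the images with Agilent's Feature Extraction software. They deposited each array's scanner output, with the fluorescence intensity of every spot (median signal, median local background and a background-subtracted processed signal) and detection flags that are coded 0 or 1 and are no measured intensity. They also deposited a table of normalized log2 values. Set against each array's scanner values, that table follows the signal before background subtraction and its columns have nearly equal distributions; how the authors made it is not stated beyond quantile normalization.

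From the deposited intensities, the log2 processed signal of the 13617 circRNA probes was quantile normalized, probes detected on at least 3 of 12 arrays were kept, and 4 group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes without trend). Probes past an absolute log2 fold change of 1 and a Benjamini-Hochberg adjusted p of 0.05 in a contrast were called. Contrasts were cytokines against untreated at 24 h and at 48 h, their difference, their mean, and untreated cells at 48 h against 24 h. The design fixed in advance says that normalization runs over the non-control probes; this was read as the circRNA probes, and normalizing over all spots with control type 0, which include linear mRNA and negative-control probes, was added as an alternative. Figures were drawn with matplotlib 3.10.9.

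The fit was tested on simulated arrays with the means and spreads of the real 10211 probes and 200 changed probes per time point. It recovered 180 of the 200 (90%) for the 24 h comparison with 7 false calls, and 173 of 200 (86.5%) for the 48 h comparison with 9 false calls. With no changed probes it made 0 calls in either. The simulated changes went up or down at random and were all larger than the fold change cutoff. Their noise was normal and independent between probes and arrays, with no slide effect and no deviating array. The recovery and the false calls therefore do not cover changes near the cutoff, nor the effects of single arrays and slides seen in the real data.

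Depth on an array is signal over background: the median circRNA probe reached 25 to 37 units over a background of 14 to 16, so that many probes lie close to background. Precision is limited by 3 arrays per group.

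In all, 37 settings were fitted: the main one, 14 alternatives set before the data were examined, 12 that leave out one array each, and 10 added after values had been seen. The planned normexp correction of the mean spot signal was not run; it was run on the median spot signal (offset 50) and is counted among those added. Array weights with limma's default method stopped before converging; their counts are given as such, and limma's genebygene method was added. The scan day was used to infer the slide, so it was not run separately. The second cytokine array at 24 h was scanned on the day of the first slide but in a run of its own, and the scan run as a block was added. Replicate numbers were tested for pairing by correlating the arrays' deviations from their group means. Over 18 pairs of same-numbered arrays of different groups, r ran from -0.34 to 0.33, with 6 above 0.1. The numbers were not treated as pairs in the main setting, though a weak pairing is not excluded.

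Probes named in the text were chosen by a rule set in advance. It names circRNAs that the paper names where a table pairs them with probes; none used here does, so at most 2 probes that rose and 2 that fell are given, the largest fitted rise and fall at each time point (the next one where a probe led both). How these 4 were divided between the time points was settled only after the files were read. For the same reason the host gene lists, the CRIM1 isoforms, the biotypes and the individual circRNAs of Table 1 were not analysed here. After the settings had been run, the fold changes and adjusted p-values printed in Table 1 were compared with those of the fits to see whether the rows could be found by value. Only the number of rows found is reported, and no probe was named from it, because equal values are not a table that pairs probes with genes. The 70 linear mRNA probes were averaged over their uniform spots after quantile normalization over all spots with control type 0; 1 probe had no uniform spot on some arrays and was left out, and the other 69 were named through their RefSeq accessions in the RefSeq gene table of GRCh38.p14, all 69 of which matched. The qPCR, islet, IRES, miRNA and protein-binding data were not analysed here.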

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

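All tests in this part were chosen after the result was seen. The array carries probes for linear mRNAs, which the paper does not report. RNase R is meant to remove linear RNA, and 10 of the 69 linear mRNA probes were brighter than the brightest of the 60 negative-control probes on every one of the 12 arrays. The brightest was PFN1 with a mean log2 signal of 11.62, followed by GAPDH with 7.75. The median of the 10 lay between 6.05 and 7.23 on each array, against 2.93 to 4.48 for the brightest negative-control probe of each array.

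The 10 probes were picked by lying above the negative-control probes, so their number, 10, cannot decide whether the signal is linear RNA left after RNase R or labelled material binding these probes non-specifically, and the 2 cannot be told apart here. If removal of linear RNA had been less complete in cytokine-treated samples, these probes would be higher on the cytokine arrays. At 24 h the median log2 difference between cytokine and untreated arrays was -0.11, with 5 of 10 probes higher. At 48 h it was 0.31, with 9 of 10 higher, and the third cytokine array at 48 h had the highest median of the 12 arrays, 7.23. Without cytokines 24 h replicate 1 the median at 24 h was 0.21, with 6 of 10 higher. The median at 48 h ran from 0.19 without cytokines 48 h replicate 1 to 0.39 without control 48 h replicate 1. In these 2 fits, 9 and 10 of the 10 probes were higher at 48 h. As the probes go both ways at 24 h, a difference in the removal of linear RNA is not excluded. The prediction was a median above 0 at both time points, and the -0.11 at 24 h was read as open only after it was seen. Scaling to the 75th percentile of the circRNA probes gave medians of -0.14 and 0.33, and cyclic loess -0.06 and 0.33. In limma with Benjamini-Hochberg adjustment over the 10 probes, 1 passed the cutoffs at 24 h (ACTG1, log2 fold change 1.17, adjusted p = 0.00781) and 1 at 48 h (RPLP1, log2 fold change 1.53, adjusted p = 0.0482); these were named after their values were seen. ACTG1 also passed under both other scalings, but not without control 24 h replicate 1, where its log2 fold change was 0.97. RPLP1 passed under cyclic loess but not with the 75th percentile, and not without 10 of the 12 arrays in turn. Its size rests on cytokines 48 h replicate 3, without which its log2 fold change was 0.79. Exposure to cytokines as a biological cause of these 2 changes stays open and untested.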

How the results depend on the processing

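Alternatives added after values had been seen were the normexp correction on the median signal, normalization over all spots with control type 0, non-uniform spots set to missing, genebygene array weights, the deposited log2 values with flag P alone, with the positive-and-significant flag alone, with trend and robust or with a slide block, the signal before subtraction with a slide block, the scan run as a block, and leaving out arrays from the clustering. Tests chosen after the result was seen were the regrouping of arrays for the difference between time points, by calls and by unadjusted p, and for the untreated comparison. The other alternatives were set before the data were examined. Of these, normexp on the mean spot signal, the scan day (from which the slide was inferred) and the set tests of host gene lists were not run, nor were the results for CRIM1 isoforms and single circRNAs of Table 1, for which no probe is paired with a circRNA.

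The difference between cytokine and untreated arrays on the first scaling dimension, 1.43, was 1.42 with scaling to the 75th percentile and 1.40 to 1.51 without each array in turn. Over all retained probes it was 0.40, and the arrays of the groups then overlapped, the lowest cytokine array lying at -0.04 relative to the highest untreated array. The exact permutation p was 0.005 in each of these, the smallest that all 12 arrays allow, so it says nothing about stability. The number of retained probes stayed within 1.5 times of 10211 throughout, from 7594 to 13617, and from 10010 to 10189 without each array. The excess of higher over lower calls was present at both time points in all 37 settings, but its size was not stable: the share of higher calls ran from 57.4% to 98.1% at 24 h and from 52.4% to 96.6% at 48 h, lowest with array weights by the default method, which did not converge, and 62.7% and 54.9% with the genebygene method. Without cytokines 24 h replicate 3 it was 72.4% at 24 h, and the lower calls at either time point rose from 27 to 137 (83 without control 24 h replicate 3, 9 without control 24 h replicate 2).

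The counts themselves depend on the processing. At 24 h, against 127 DE probes, 73 were called with the deposited log2 values, 44 with only the 6 arrays of the time point, 53 with treat against a log2 fold change of 0.5, 32 with normexp, 74, 70 and 66 with the deposited values and flag P alone, the positive-and-significant flag alone or a slide block, and 80 with the signal before subtraction and a slide block. At 48 h, against 100, there were 58 with the signal before subtraction, 50 with the deposited values, 59 with detection on all 12 arrays, 37 with treat, 19 with the slide block, 27 with normexp, 50, 50, 55 and 20 with the deposited values and flag P alone, the positive-and-significant flag alone, trend and robust or a slide block, and 26 with the signal before subtraction and a slide block. Of the probes shared by both time points, 70, there were 40 with the deposited values, 40 with detection on all 12 arrays, 33 with only the 6 arrays, 30 with treat, 16 with the slide block, 22 with normexp, 40, 40, 43 and 9 with the deposited values in the 4 added forms in the order above, and 14 with the signal before subtraction and a slide block. The mean effect over both time points, 198 probes, gave 73 with the signal before subtraction, 66 with the deposited values, 100 with detection on all 12 arrays, 298 with no fold change cutoff, 88 with treat, 119 with the slide block, 34 with normexp, 66, 64, 67 and 57 with the deposited values in the 4 added forms, and 66 with the signal before subtraction and a slide block. Treat and the missing fold cutoff change the hypothesis tested or the cutoff, and a filter changes the number of probes tested; for the other settings the cause was not tested, apart from background subtraction and the slide. The scan run as a block, in which cytokines 24 h replicate 2 is alone, gave 42 probes at 24 h, 15 at 48 h, 12 shared and 82 for the mean effect; this block contains the slide block and takes that array out of the comparison; without the array alone, 64 were called at 24 h.

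Array weights raised the counts. With limma's default method, which did not converge, 1576 probes were called at 24 h, 389 at 48 h, 166 shared, 561 for the mean effect, 1869 for the difference between time points and 583 between untreated cells. With the genebygene method the counts were 1020, 339, 146, 410, 190 and 3. The difference between time points and the untreated comparison had 0 calls in limma under every other setting that keeps all arrays (with only the 6 arrays of a time point, the difference between time points and the mean effect cannot be fitted), with 1035 and 323 probes at an unadjusted p under 0.05 in the main setting. The cause was not tested.

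Leaving out one array gave 64 (without cytokines 24 h replicate 2) to 442 (without cytokines 24 h replicate 3) DE probes at 24 h, with 337 without control 24 h replicate 3. At 48 h the range was 43 (without cytokines 48 h replicate 2) to 118 (without cytokines 24 h replicate 1). Shared probes ranged from 34 to 71, the mean effect from 139 to 265, the difference between time points from 0 to 3, and the untreated comparison stayed at 0. With fewer arrays the loss of calls follows in part from the smaller groups; the rise to 442 and 337 does not. In the clustering over all retained probes, 1 array was on the wrong side at 24 h, 2 with average linkage, and 0 to 1 without each array (0 without control 24 h replicate 3 or cytokines 24 h replicate 3); at 48 h it was 0, and 0 to 1 without each array (1 without cytokines 48 h replicate 1).

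The replicate block gave 94 DE probes at 24 h and 98 at 48 h, 62 shared, 206 for the mean effect and 0 for the difference between time points. Over all 18 pairs, same-numbered arrays of different groups did not deviate together (r from -0.34 to 0.33, median 0.00). For same-numbered treated and untreated arrays of one time point, r ran from -0.03 to 0.33, so a weak pairing is not excluded. The block changed none of these counts by more than 1.5 times, though the lower calls at 24 h alone went from 14 to 8.

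Of the probes given by ID, ASCRP3002713 stayed past the cutoffs at both time points in all 37 settings. The fall of ASCRP3002570 at 24 h lost its call in 12 settings and that of ASCRP3002750 at 48 h in 11, and the rise of ASCRP3008604 lost it in 6 settings at 24 h and 1 at 48 h. None of the 4 changed direction in any setting in which it was tested.

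Regrouping the arrays tested whether the counts arise by chance. At 24 h and at 48 h the real split, 1 of 10, gave the most calls, 127 and 100, where the largest other splits gave 1 and 0; 10 splits cannot exclude chance. In 100 relabellings within time point only the real one, 1, reached 198 calls for the mean effect (the next had 1) or 70 shared calls (the next had 0), which excludes chance for both. For the difference between time points and the untreated comparison the observed count is 0, which all 100 relabellings and all 10 splits reach whatever the data, so counts of calls decide nothing there. The number of probes at an unadjusted p under 0.05 for the difference between time points, 1035 in limma, was reached in 14 of 100 relabellings, where the others had a median of 355 and a highest of 1975, so chance is not excluded for it in the main setting; the 190 and 1869 calls with array weights were not regrouped.

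Signal over background limits the dim probes: 32 of the 113 probes raised at 24 h and 23 of the 86 raised at 48 h had no untreated array well above background.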

Differences from the paper's values

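The paper reports 74 DE circRNAs at 24 h, and 127 were found here. Of the alternatives set before the data were examined, the count lay within 1.5 times of the paper's with the signal before background subtraction, the 75th percentile, the deposited log2 values, no filter, detection on all 12 arrays, treat, the replicate block, the slide block, and without 9 of the 12 arrays in turn. It did not with cyclic loess, detection on all 3 arrays of a group, only the 6 arrays of the time point, trend and robust, array weights, no fold change cutoff, and without control 24 h replicate 3, cytokines 24 h replicate 3 or control 48 h replicate 1.

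At 48 h the paper reports 50, and 100 were found here. The count lay within 1.5 times with the signal before subtraction, the deposited values, detection on all 12 arrays, treat, and without each of the 6 arrays of 48 h, and not under the other alternatives set before the data were examined. The paper's 71 circRNAs higher at 24 h stand against 113 here, within 1.5 times under the alternatives named for the 24 h total and also without control 48 h replicate 1. Its 48 higher at 48 h stand against 86, within 1.5 times under the alternatives named for the 48 h total and also without control 24 h replicate 2.

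The paper's 84 DE circRNAs at either time point stand against 157. The number lay within 1.5 times with the signal before subtraction, the deposited values, detection on all 12 arrays, treat, the slide block and without 7 of the arrays in turn, and under no other alternative set beforehand. Its 40 circRNAs higher at both stand against 69, within 1.5 times with the signal before subtraction, the deposited values, no filter, detection on all 12 arrays, only the 6 arrays, treat, and without 10 of the arrays in turn (not without control 24 h replicate 3 or cytokines 24 h replicate 3), and under no other alternative set beforehand. Its 5 circRNAs lower at either time point stand against 27, within 1.5 times with the signal before subtraction (6) and the deposited values (5), and under no other alternative set before the data were examined. Of those chosen after seeing the values, the scan run as a block (4) and the deposited values with trend and robust (6) also lay within 1.5 times.

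The deposited log2 values, an alternative set before the data were examined, gave 73 and 50 DE probes, 70 and 48 of them higher, 40 higher at both time points, 83 at either and 5 lower. With the deposited values and the filter on flag P alone, a combination chosen after seeing the values, the counts were 74 and 50, 71 and 48 higher, 40 higher at both, 84 at either and 5 lower, over 10206 retained probes, each equal to the paper's. In that fit, 40 of the 40 rows of Table 1 had exactly 1 probe whose log2 fold changes at both time points lay within 0.005 and whose adjusted p-values lay within 6% of the printed ones, against 0 rows in the main setting and 39 with the deposited values alone. In 100 decoy tables whose 48 h values were exchanged between rows, the median was 1 row and the highest 5. This comparison was also made only after the values had been seen, and names no probe. The main setting was fixed beforehand and was not changed for it.

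With the deposited values and the positive-and-significant flag alone, also chosen after seeing the values, the 48 h count was 50, with 48 higher, 40 higher at both and 5 lower. Leaving out one array also met single values of the paper: 50 DE probes at 48 h without cytokines 48 h replicate 3, and 48 higher at 48 h without cytokines 48 h replicate 1; detection on all 12 arrays gave 48 higher at 48 h.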

Other observations

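The tests of the third cytokine array and of the probes called only at 48 h were chosen after results had been seen; those of the probes called at both time points and of background subtraction were written down before.

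At 48 h the slide and the treatment are nearly confounded: the 3 cytokine arrays and 1 untreated array share the second slide, and the other untreated arrays lie on the first. With the slide as a block, 19 probes were called at 48 h against 100 without it, and the block leaves 1 untreated array for comparison within the slide. A difference between the slides themselves rests on that 1 array against the other untreated arrays of 48 h, as every other group lies on a single slide. That is too few arrays to show whether the slides differ. The arrays at 24 h all lie on the first slide, so the probes called there cannot come from it; cytokines 24 h replicate 2 was scanned in a run of its own, and 64 probes were called at 24 h without it. Over the 113 probes raised at 24 h, the median log2 difference between the cytokine arrays and the untreated array of the second slide was 1.57, with 107 of 113 above 0, where the highest median of 10000 random sets of as many probes was 0.23. A difference between slides alone would put this median near 0, which argues against it for the probes called at both time points. For the 30 probes called at 48 h only, the test was chosen after results had been seen. Its prediction was that nearly all would change in the same direction at 24 h if the slide were not the cause. Of the 30 probes, 25 did, and the 30 were then divided by direction. Of the 17 probes called as higher at 48 h only, 16 also rose on the single slide of 24 h, which argues against a slide difference for these as a set. Of the 13 called as lower at 48 h only, 9 also fell at 24 h, which is too few to tell a slide difference from an effect of the cytokines, so for these the 2 cannot be told apart.

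The main setting uses background-subtracted signal, and 96 of its calls over both time points were not made with the signal before subtraction. A candidate explanation is that subtraction raises the fold changes of dim probes. If so, most of the 96 were predicted to keep an adjusted p under 0.05 and to fall below the fold cutoff; 39 did, 55 failed both cutoffs and 2 failed the adjusted p alone, so that prediction was not met. The verdict of leaving the explanation open was settled after this was seen. A smaller fold change can also raise the adjusted p, so the 55 calls that failed both cutoffs do not count against the explanation. All 96 had smaller log2 fold changes without subtraction, with a median size of 0.62 against 1.96 at 24 h and 0.71 against 2.00 at 48 h, but they were chosen for their calls, and the explanation stays open. Whether the extra calls are real changes of dim circRNAs was not tested.

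Without the third cytokine array at 24 h the number of DE probes rose from 127 to 442, and without the third untreated array at 24 h to 337. One hypothesis is that the third cytokine array responded less. Over the 93 probes called as higher from the 48 h arrays alone, its median log2 difference from the untreated mean at 24 h was 1.73, against 2.30 and 2.25 on the other cytokine arrays, which is consistent with a weaker response over these circRNAs as a set. It is not a dim array, with 9146 circRNA probes well above background where the other arrays of 24 h have 8799 to 10226. A difference in the exposure of the cells, in their state or in RNA handling may each lie behind the smaller change and was not tested.

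Of the 69 probes called as higher at both time points, and so selected on both, 32 had the smaller fitted change at 48 h and the others the larger. With groups below background raised to the floor of each array, their medians were 1.98 at 24 h and 2.01 at 48 h. The difference between the time points had 0 calls in limma, with 1035 probes at an unadjusted p under 0.05, and 3 calls without control 24 h replicate 3. With array weights it had 190 calls by the genebygene method and 1869 by the default method, which did not converge, so the difference between the time points stays open.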
